A study of Drosophila melanogaster with 27 samples. Its data were reported in "The genomic response to 20-hydroxyecdysone at the onset of Drosophila metamorphosis" (2005).

How the data were processed

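Whole *w1118* animals of *Drosophila melanogaster* were staged at -18 and -4 h before pupariation (larvae of the last instar) and every 2 h from 0 to 10 h (prepupae) and at 12 h (pupae) after it. Pupariation is the formation of the immobile puparium. Larvae had been fed 0.05% bromophenol blue, a gut dye used for staging. According to the labels, each sample was total RNA from 10 animals, about 12 µg of it was made into biotin-labelled cRNA, and each labelled sample was hybridized to its own Affymetrix *Drosophila* Genome Array. There were 27 arrays, 3 for each of the 9 stages, and the replicates were not pooled.

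The deposited values are linear intensity values, 1 per probe set and array, which the authors made and normalized between arrays with dChip 1.2. Whether the mismatch probes entered that model is not given in the sources used here. The values are not logarithms, and the array medians were alike. For arrays it can be said only that their number, 3 per stage, limits the precision. Intensities of different probe sets are not calibrated against each other, so changes are compared within a probe set.

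Of the 13966 probe sets, 12443 carried 1 gene symbol, and 12394 of these were matched through their gene number to a table of reference gene names (Release 6 plus ISO1 MT), which was used for names only. No symbol was given for 1196 probe sets and several for 327. Intensities below 60.26, the 10th percentile of all values, were set to that floor before taking log2. Tests covered the 12854 probe sets above the floor in all 3 arrays of at least 1 stage, and 1112 were left out. Intensities printed as mean ± SD are the deposited values, n = 3 arrays. Folds are ratios of geometric means of floored values, and a probe set at the floor in every array of a stage gives a bound, written as at least.

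Differences between stages were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), fitted to all 27 arrays with stage as the only factor. The stages thus shared 1 estimate of the spread per probe set, with 18 residual degrees of freedom and a prior of 3.55. A probe set was called changed at a Benjamini-Hochberg adjusted p under 0.1 and at least 1.5-fold. The methods give a false discovery rate under 10%, and 1.5-fold is the limit the study uses in its results for changes at pupariation. Standard errors (SE) are in log2 units. The comparisons were -4 against -18 h, 0 against -4 h, 6 against 0 h, 8 against 6 h, 10 against 8 h and 12 against 10 h, with the steps 2 against 0, 4 against 2, 6 against 4 and 0 against -18 h counted beside them. Consecutive comparisons share the 3 arrays of a stage, so a rise followed by a fall rests in part on the same arrays. An F-test over the 9 stages, the stage of highest expression (probe sets past the F-test with a range of at least 2-fold) and the relation between the late larval and prepupal pulses (4 stages with no array in common) completed the design. Figures were drawn with matplotlib 3.10.9.

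The tests, comparisons, gene lists and most alternatives were chosen before the data were examined. The 25 lists were 20E cascade regulators, the study's 20E primary-response regulators, salivary gland glue, L71 late genes, larval serum and fat body proteins, IMP genes, larval cuticle, prepupal cuticle, tanning enzymes, Jonah and trypsin proteases, antimicrobial peptides, Toll and Imd pathway, programmed cell death, autophagy, small heat shock proteins, glycolysis, lipid metabolism, cell cycle and replication, muscle, nervous system, hemocytes, testis, ecdysteroid biosynthesis, ribosomal proteins and proteasome. A listed gene counts as measured only if a tested probe set was assigned to it alone. Members without such a match were left out, among them *Eip74EF* (E74), *Eip75B* (E75), *rpr* and *hid*. Matches were found for 13 of 16 cascade regulators, 5 of 15 larval cuticle genes and 6 of 15 antimicrobial peptide genes. Each gene was represented by its brightest probe set. Each list was tested at each of the 6 comparisons with camera of limma, which compares the list with the other probe sets, at a preset correlation of 0.01 between genes. The 150 tests were adjusted together and called under 0.05, and they were repeated with the correlation estimated from the arrays. *EcR*, *usp* and the Sgs, L71, IMP and Edg genes are also ones the study had chosen for display on these samples.

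Genes were named by a rule set in advance. At each comparison it took the 6 largest increases and 6 largest decreases among called probe sets with 1 symbol and no overlap between the arrays of both stages, then up to 4 members of each list with the lowest adjusted p. Members of the first 2 lists and genes the study names for this time course were added at any comparison.

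The alternatives chosen then were a fit to the 6 arrays of the 2 stages alone, quantile normalization, scaling to a common median, a floor at the 20th percentile, log2 of the value plus 16 with no floor, no filter, a filter at the 25th percentile, the replicate number as a block, adjusted p under 0.05, a 2-fold limit, limma's array weights, an intensity trend in the prior, and each replicate left out in turn. For the lists, all probe sets of each gene and the estimated correlation were tried as well, and for the stage of highest expression a range of 4-fold. SAM, the test named in the methods, is not installed here, so a SAM statistic written for this work served as a further alternative. After the data were seen, it was added to leave out 2 larval arrays that lay apart from their stages, to use the first component of the deviations from stage means as a covariate, and to test the difference between the 2 hormone pulses.

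The code was tested on simulated data with 200 changed probe sets among 12854 at each comparison. With 1 spread for all stages, at most 7.88% of the calls were false. With each stage's measured spread, 631 of 797 calls were false for -4 against -18 h and 70 of 237 for 0 against -4 h, since the larval stages varied more than the shared spread allows. The fit to the 2 stages alone then made 9 and 23 false calls. It also lost power, recovering 0 of 50 changes of 1.5-fold and 12 of 50 of 2-fold for -4 against -18 h, where the fit to all arrays recovered 22 and 44. For 0 against -4 h it recovered 11 and 37, against 22 and 48. In the other 4 comparisons 0 to 4 calls were false, and 78 to 94% of the 2-fold changes were recovered. Counts from the fit to the 2 stages alone therefore stand beside the counts for -4 against -18 h and 0 against -4 h.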

Results

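To follow transcription through the late larval and prepupal rises of 20-hydroxyecdysone (20E), the molting hormone, RNA of staged whole *w1118* animals was measured on 27 arrays. There were 2 larval stages, -18 and -4 h relative to pupariation, 6 prepupal stages from 0 to 10 h and 1 pupal stage at 12 h, each with 3 arrays from samples of 10 animals. Array medians lay between 249.4 and 277.3 intensity units, the highest value was 28070, and 8.814 to 10.8% of the probe sets of an array were at or below the floor of 60.26. The methods describe the experiments as performed independently in triplicate, so p-values rest on the spread between such samples. That spread is shared by all stages, and for the more variable larval stages it is too small.

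Within a stage, the correlation between arrays across probe sets was 0.964 to 0.991 at 6 h, 0.979 to 0.99 at 2 h, 0.986 to 0.992 at 0 h, 0.989 to 0.994 at 4 h, 0.991 to 0.995 at 8 h and 0.992 to 0.993 at 10 h. The larval stages were more variable, at 0.845 to 0.983 for -18 h and 0.904 to 0.99 for -4 h, and 12 h gave 0.947 to 0.982. The median SD of a probe set was 0.289 (log2) at -18 h and 0.248 at -4 h, against 0.0905 at 8 h, 0.137 at 6 h and 0.175 at 12 h. Replicate 2 of -18 h and replicate 1 of -4 h lay farthest from their stage means, with an SD over probe sets of 0.459 and 0.405.

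**Figure D1:**
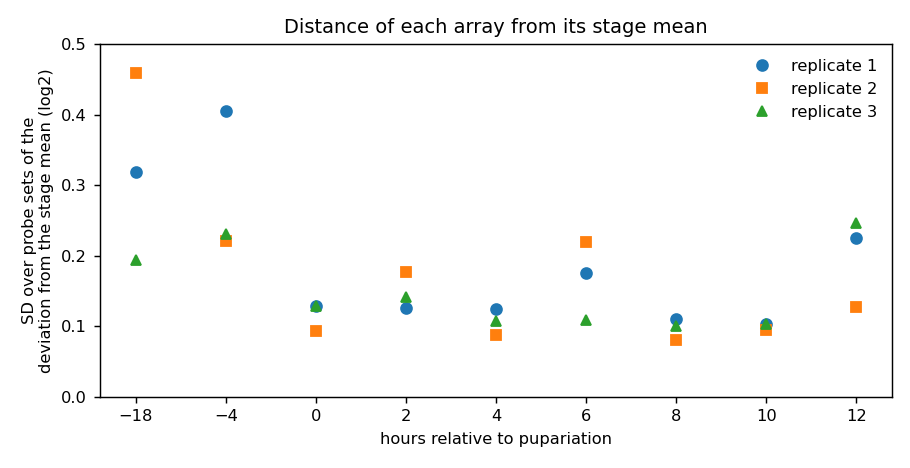
Distance of each of the 27 arrays from its stage mean, as the SD over tested probe sets of the log2 deviation (vertical axis) by hours relative to pupariation (horizontal axis), with 1 symbol per replicate number. Replicate 2 of -18 h (0.459) and replicate 1 of -4 h (0.405) lie highest.

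Over the whole time course, 6361 of 12854 probe sets (49.5%) changed between stages by the limma F-test and at least 1.5-fold. The stage means of 3501 of them spanned at least 2-fold, of 1107 at least 4-fold and of 242 at least 16-fold. Of the 3501, 687 (19.6%) were highest at 0 h, 670 (19.1%) at -18 h, 496 (14.2%) at 4 h, 467 (13.3%) at 8 h and 416 (11.9%) at 12 h. Fewer were highest at 10 h (309, or 8.83%), 6 h (206, or 5.88%), -4 h (140, or 4%) and 2 h (110, or 3.14%). In data simulated with the measured spreads, the F-test called 150 to 173 unchanged probe sets.

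Medians of the lists give the order of these changes. Relative to -18 h, the median of the 23 measured Jonah and trypsin proteases was -0.85 (log2) at -4 h, -1.72 at 0 h and -4.25 at 4 h. The median of the 7 glue genes was -0.03 at -4 h, -2.03 at 0 h and -4.61 at 4 h. L71 genes stood at 1.04 at 0 h, 5.48 at 8 h and 0.94 at 12 h, and prepupal cuticle genes at 0.08 at 6 h, 2.75 at 8 h and 4.24 at 10 h. Muscle genes were lowest at 6 h (-2.66) and stood at -1.97 at 12 h.

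**Figure D2:**
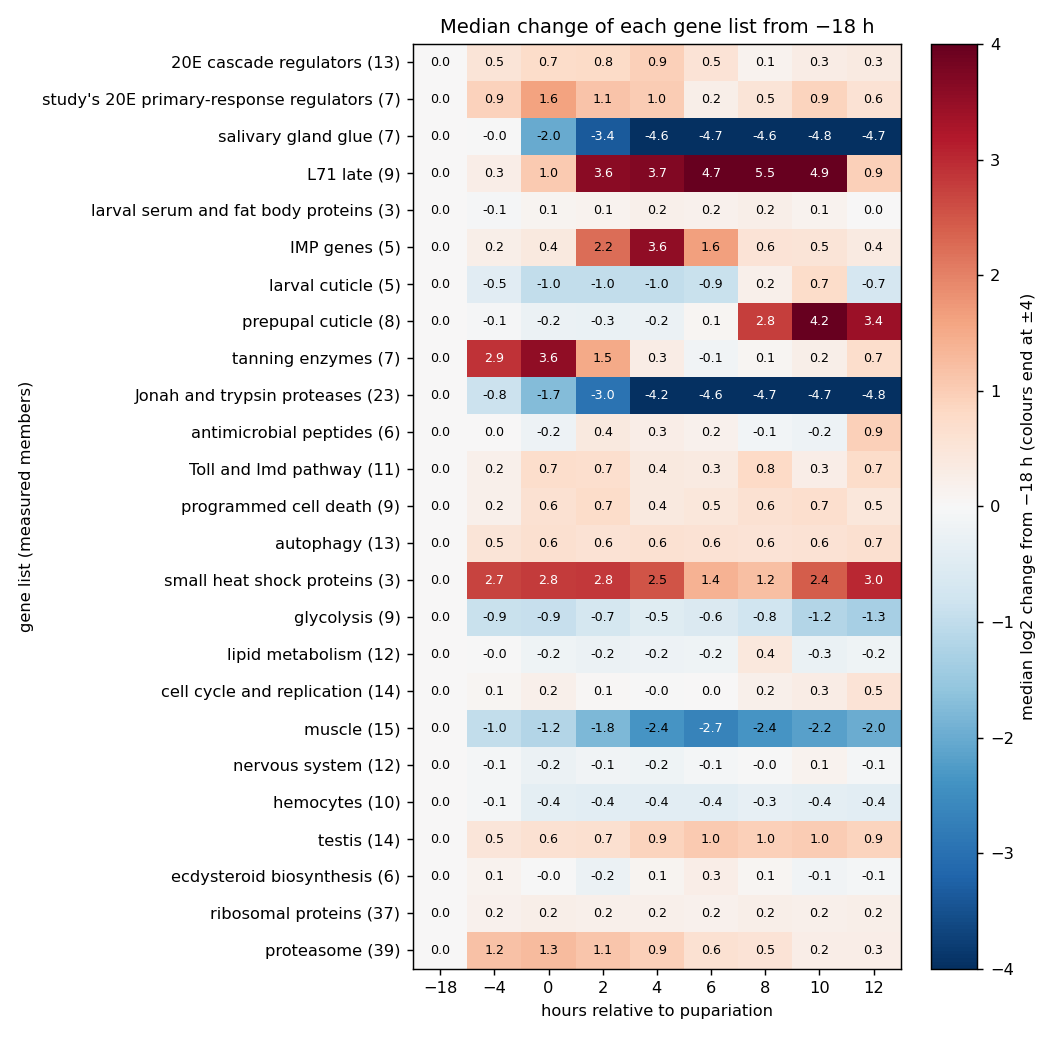
Median log2 change from -18 h of the measured members of each of the 25 gene lists (rows, with the number of members) at each stage (columns, hours relative to pupariation). Jonah and trypsin proteases reach -4.75 and L71 late genes 0.94 at 12 h.

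**Figure D3:**
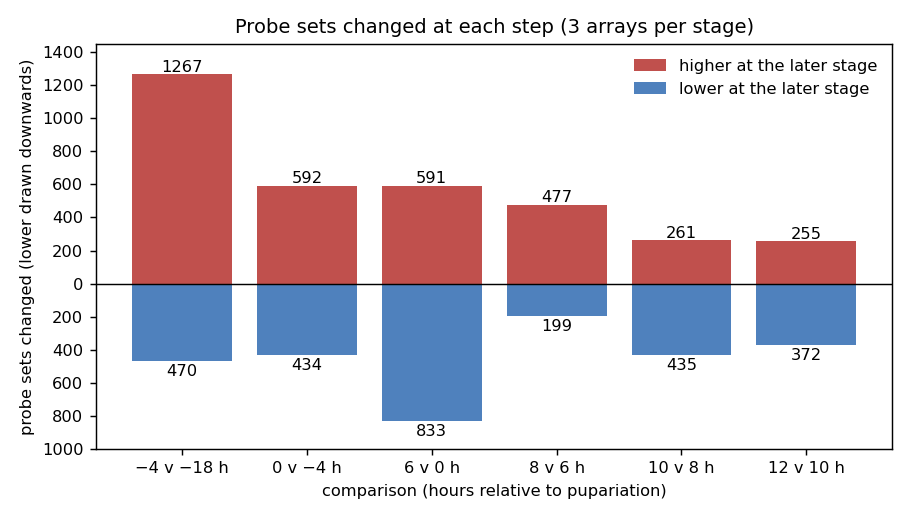
Number of probe sets called higher (bars above 0) or lower (bars below 0) at the later stage in each of the 6 comparisons, 3 arrays per stage. The counts run from 1267 higher and 470 lower for -4 against -18 h to 255 higher and 372 lower for 12 against 10 h.

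The comparison of -4 with -18 h asks which transcripts change over the interval in which 20E rises in the late larva. Of the measured list members, 4 of 7 tanning enzymes, 26 of 39 proteasome subunits and 5 of 13 cascade regulators rose, while 16 of 23 digestive proteases, 10 of 15 muscle genes and 6 of 9 glycolytic genes fell. *Ddc*, the dopa decarboxylase, rose 17.6-fold, from 350 ± 181 to 5510 ± 385 (mean ± SD, n = 3). The dopamine-conjugating enzyme *e* (ebony) rose 20.6-fold (SE 0.23, adjusted p = 2.5e-12). *Sox14*, a transcription factor of the study's 20E primary-response set, rose 4.64-fold from 487 ± 29.5 to 2260 ± 44.6.

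The largest increases were those of CG7906 (45.7-fold, from 103 ± 24.1 to 4690 ± 783), the drosomycin-like *Drsl5* (33.3-fold), CG7924 (28.3-fold), CG14664 (24.8-fold), *e* and CG2444 (19.7-fold). The antifungal peptide gene *Drs* followed with 18.5-fold (SE 0.12). The largest decreases were those of CG17105 (14.6-fold), the larval cuticle gene *Lcp9* (13.8-fold), the lysosomal mannosidase *LManVI* (13-fold), CG7296 (8.48-fold), the myosin light chain *Mlc2* (8.25-fold) and CG11300 (8-fold). CG17105 fell from 11300 ± 572 to 1140 ± 1240, so its level varied widely between the -4 h arrays.

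Of the 13 measured 20E cascade regulators, 5 rose, 0 fell and 8 did not pass, with 6 rises when adjusted over the list alone. The puff genes *Eip74EF*, *Eip75B* and *Eip63F-1* were not matched by name and are missing from this list, although the study displays *E74A* in this time course. The nuclear receptor gene *Eip78C* rose 9.58-fold (SE 0.14, from 93.3 ± 20.4 to 887 ± 137). The list was called (adjusted p = 0.014), but not without -18 h replicate 1 (adjusted p = 0.055), nor with an estimated correlation (adjusted p = 0.25). *Hr4*, *Hr39*, *Hr78* and the transporter gene *E23* made up the other rises, none of which was called in the fit to the 6 arrays alone (adjusted p = 0.11, 0.2, 0.29 and 0.52). The call of *Hr78* was also lost without -4 h replicate 3 (adjusted p = 0.11), and that of *E23* under quantile normalization (0.13) and without -18 h replicate 1 (0.13) or -18 h replicate 3 (0.15). *EcR* (log2 change -0.44), *usp* (0.1) and *br* (0.53) did not pass.

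Among the 7 regulators that the study selected as 20E primary-response genes, 4 rose and 3 did not pass (adjusted p = 2.2e-05 for the list, adjusted p = 0.063 with an estimated correlation). The study selected these genes from hormone-treated organ cultures and from *EcR* RNAi animals set against control animals of -4, 0 and 4 h. It does not state whether those controls are the arrays used here, so the direction is not taken as independent evidence. The translational regulator *brat* rose 3.09-fold (SE 0.22) and CG11275 2.55-fold (SE 0.18) beside *Sox14*. The zinc finger gene *cbt* rose 1.88-fold, a call lost without -4 h replicate 3 (adjusted p = 0.1) and in the fit to the 6 arrays (0.4).

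Tanning enzymes rose in 4 of 7 cases, by 7.41- to 20.6-fold, with *ple* (tyrosine hydroxylase, 10.6-fold) and *Pu* (GTP cyclohydrolase, 7.41-fold) beside *Ddc* and *e*, while *amd* fell (list adjusted p = 0.0021, adjusted p = 0.018 with an estimated correlation). With array weights the call of this list was lost (adjusted p = 0.11). *Hsp26* rose 8.91-fold and *Hsp27* 6.46-fold, and the third measured small heat shock gene, *l(2)efl*, fell 2.09-fold (list adjusted p = 0.0073, adjusted p = 0.13 with an estimated correlation, 0.089 in the fit to the 6 arrays and 0.11 with array weights). Of 5 IMP genes, which respond to 20E in imaginal discs, *ImpE2* rose 8.64-fold (SE 0.12) and *ImpE3* 4.04-fold, and 3 did not pass (list adjusted p = 0.0031, adjusted p = 0.024 with an estimated correlation).

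Proteasome subunits rose in 26 of 39 cases, by 1.63- to 3.9-fold, and 1 fell (list adjusted p = 2.1e-15, adjusted p = 0.018 with an estimated correlation). The 39 genes were taken by a name pattern and include variant copies such as *Prosalpha3T*, *Prosbeta4R1* and *Rpt4R*. Counts out of 39, here and at later comparisons, are therefore not shares of the standard subunits. *Rpn6* rose 3.9-fold (688 ± 219 to 2600 ± 367), *Rpn3* 2.63-fold (SE 0.12), *Prosbeta6* 2.29-fold (SE 0.1) and *Rpn2* 2.03-fold (SE 0.08). The median change of the list was 1.16 (log2) with all arrays and 1.02 without the 2 deviating larval arrays. Ribosomal protein genes, 37 in number, shifted by a median of 0.16 with 2 called rises. Their list call (adjusted p = 0.003) was lost without -18 h replicate 2 (adjusted p = 0.14), without both deviating arrays (adjusted p = 0.098) and with an estimated correlation (adjusted p = 0.51).

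Jonah and trypsin proteases, which digest protein in the midgut, fell in 16 of 23 cases, or 17 when adjusted over the list alone (adjusted p = 3e-16, adjusted p = 0.018 with an estimated correlation). *Jon66Cii* fell 5.9-fold and *betaTry* 2.7-fold, the latter from 18900 ± 320 to 7140 ± 1660. Muscle genes fell in 10 of 15 cases (adjusted p = 4.5e-15, adjusted p = 0.012 with an estimated correlation), among them *Mlc1* (7.42-fold), the troponin T gene *up* (3.75-fold, SE 0.08) and *Mp20* (3.29-fold). Glycolytic genes fell in 6 of 9 cases, with the aldolase *Ald1* at 3.5-fold and the phosphoglycerate mutase *Pglym78* at 3.49-fold (list adjusted p = 1.6e-06, adjusted p = 0.077 with an estimated correlation). In the larval cuticle list 2 of 5 fell, *Lcp9* and *Lcp65Ac* (3.46-fold, list adjusted p = 0.00012, adjusted p = 0.006 with an estimated correlation).

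Autophagy genes rose in 5 of 13 cases (list adjusted p = 0.0012, adjusted p = 0.3 with an estimated correlation), including *Atg2* (2-fold, SE 0.12) and *Atg1* (2.13-fold). Cell death genes rose in 3 of 9 cases, with the Apaf-1 homologue *Dark* at 1.91-fold and the initiator caspase *Dronc* at 2.03-fold. This list call (adjusted p = 0.033) ended without -4 h replicate 3 (adjusted p = 0.058), under quantile normalization (0.075), with the filter at the 25th percentile (0.061), with the deviation component as a covariate (0.065) and with an estimated correlation (adjusted p = 0.28). Testis genes, which also follow the sex ratio of the animals in a sample, rose in 5 of 14 cases, or 6 when adjusted over the list alone, with *Mst84Dd* at 2.97-fold (list adjusted p = 0.0027, adjusted p = 0.36 with an estimated correlation). In lists that were not called, the prophenoloxidase gene *PPO2* of hemocytes fell 5.64-fold, the glue gene *ng3* fell 3.5-fold, *ATPCL* (ATP citrate lyase) rose 2.48-fold and *Eig71Ea* rose 4.78-fold. The prepupal cuticle list, with a median of -0.06 and a mean of 0.29, was tested as lower but not called (adjusted p = 0.75), although *Pcp* rose 11.8-fold.

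Altogether 1737 probe sets (13.5%) changed, 1267 higher and 470 lower at -4 h. The fit to the 6 arrays alone gave 581, array weights gave 2678, and leaving out -4 h replicate 1 gave 2881, with 1828 higher and 1053 lower. Under quantile normalization the split was 1017 higher and 647 lower. Of the 75 named calls, 51 were also made in the fit to the 6 arrays, and 13 of the 14 called lists held without both deviating arrays.

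Puparium formation itself was covered by 0 against -4 h. Of the measured list members, 4 of 7 glue genes and 14 of 23 gut proteases fell, and 5 of 9 L71 late genes rose. *Sgs1* fell 8.49-fold, from 4890 ± 597 to 597 ± 209 (n = 3), and *Sgs3* 5.84-fold, from 13700 ± 811 to 2400 ± 691. *Eig71Ea* of the L71 puff rose 14.2-fold, from 351 ± 70.4 to 4950 ± 797, and *speck*, an arylalkylamine N-acetyltransferase, 11.3-fold (SE 0.16).

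Further large increases were those of *Eig71Eg* (9.36-fold, SE 0.24), *Eig71Ed* (9.31-fold, SE 0.15), the peptidoglycan recognition gene *PGRP-SB2* (7.82-fold, SE 0.23) and the serpin *Spn100A* (6.18-fold, SE 0.11). Beside the glue genes, CG5084 fell 8.1-fold, *hoe1* 7.07-fold, CG15225 6.79-fold and CG14300 5.55-fold. Of the 9 measured L71 genes, 5 rose, 1 (*Eig71Ee*) fell and 3 did not pass (list adjusted p = 2.5e-05, adjusted p = 0.063 with an estimated correlation). Of the 7 glue genes, 4 fell, or 5 when adjusted over the list alone, by 3.1- to 8.49-fold (list adjusted p = 0.00053, adjusted p = 0.3 with an estimated correlation).

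Jonah and trypsin proteases fell in 14 of 23 cases, or 15 when adjusted over the list alone (adjusted p = 4e-14, adjusted p = 0.028 with an estimated correlation). *Jon66Ci* fell 4.45-fold, *Jon25Bi* 2.79-fold and *betaTry* 2.14-fold. In the larval cuticle list *Lcp65Ac* alone fell, 1.88-fold. The list call (adjusted p = 0.046) was lost without -4 h replicate 3 (adjusted p = 0.1), 0 h replicate 2 (0.057) or 0 h replicate 3 (0.052), in the fit to the 6 arrays (0.057), with the deviation component as a covariate (0.077) and with an estimated correlation (adjusted p = 0.13). The muscle list, with 2 of 15 members lower, passed narrowly (adjusted p = 0.047, adjusted p = 0.54 with an estimated correlation). It lost its call in 7 of 19 alternatives, among them without -4 h replicate 2 (adjusted p = 0.15), -4 h replicate 3 (0.34) or 0 h replicate 3 (0.1).

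Toll and Imd pathway genes rose in 4 of 11 cases (list adjusted p = 0.0049, adjusted p = 0.32 with an estimated correlation). The Toll ligand gene *spz* rose 2.62-fold, from 80.4 ± 10.1 to 211 ± 29.9 (adjusted p = 2e-05). The calls of *cact*, *key* and *imd* were lost without -4 h replicate 1 (adjusted p = 0.12, 0.25 and 0.17) and without 0 h replicate 1 (0.12, 0.1 and 0.21), and in the fit to the 6 arrays (0.1, 0.22 and 0.14). With array weights *cact* (log2 change 0.57) and *key* (0.49) stayed below the fold limit, as did *cact* without both deviating arrays (0.55) and *imd* with the floor at the 20th percentile (0.48). Without both deviating arrays *imd* was not called either (adjusted p = 0.13), nor was *key*, just below the fold limit (0.58). Autophagy genes rose in 2 of 13 cases, *Atg5* and *Atg13*, neither of them called in the fit to the 6 arrays. Both calls were lost without -4 h replicate 1 (adjusted p = 0.17 and 0.29), 0 h replicate 1 (0.2 and 0.17) or 0 h replicate 2 (0.13 and 0.1). That list (adjusted p = 0.012) was not called without -4 h replicate 1 (adjusted p = 0.055) or with an estimated correlation (adjusted p = 0.43).

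Of the 20 measured regulators 5 were called at this step. *Blimp-1* rose 1.72-fold (SE 0.11), the repressor gene *hry* (hairy) 2.22-fold, from 1130 ± 261 to 2480 ± 413, and *Kr-h1* 1.93-fold from close to the floor, a call lost with the floor at the 20th percentile. *Cyp18a1* fell 1.65-fold (adjusted p = 0.066), a call lost without -4 h replicate 2 (adjusted p = 0.14), 0 h replicate 1 (0.17) or 0 h replicate 3 (0.18), in the fit to the 6 arrays (0.15) and with the floor at the 20th percentile (0.54). The call of the nuclear receptor gene *Hr3* (2.39-fold, adjusted p = 0.089) was lost when any of 5 of the 6 arrays was left out, that is without -4 h replicate 1 (adjusted p = 0.18), -4 h replicate 3 (0.14), 0 h replicate 1 (0.26), 0 h replicate 2 (0.2) or 0 h replicate 3 (0.1), and also with no filter (0.12). Neither regulator list was called (adjusted p = 0.52 and 0.055), and *Sox14* and *Eip78C* did not pass. Among tanning genes *e* rose 2.57-fold and *ple* 1.93-fold, and the pupal cuticle gene *Pcp* fell 2.59-fold. The metchnikowin gene *Mtk* fell 2.06-fold, a call lost without -4 h replicate 1 (adjusted p = 0.1) or 0 h replicate 1 (0.13). The proteasome list, with a median of 0.15, and the ribosomal protein list, with 0.05, were not called (adjusted p = 0.055 for both).

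At pupariation 1026 probe sets (7.98%) changed, 592 higher and 434 lower, with 470 in the fit to the 6 arrays, 646 without both deviating arrays and 1616 with the deviation component as a covariate. Single arrays moved the count, to 559 without -4 h replicate 1, 2030 without -4 h replicate 2, 2156 without -4 h replicate 3 and 560 without 0 h replicate 1. The majority among the calls turned from higher to lower as well. The counts were 256 higher and 303 lower without -4 h replicate 1, and 801 and 1229 without -4 h replicate 2. They were 1059 and 1097 without -4 h replicate 3, and 318 and 328 without both deviating arrays. The refits without 0 h replicate 2 and without 0 h replicate 1 called 353 and 290 probe sets higher. Between -18 and 0 h, across both larval steps, 4289 probe sets (33.4%) changed, 2424 of them higher and 1865 lower. The total was 3253 without -18 h replicate 2 (1188 lower), 5350 without -18 h replicate 1 and 3301 without both deviating arrays. The simulation did not cover this comparison, which uses the most variable stage.

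From 0 to 6 h the 20E titre falls to its mid-prepupal low. Of the measured list members, 18 of 23 digestive proteases, 6 of 7 glue genes and 4 of 7 tanning enzymes fell, and 8 of 9 L71 genes and the competence factor *ftz-f1* rose. *Jon99Fi* fell 58.5-fold, from 4540 ± 221 to 80.9 ± 41.1 (n = 3), and *e* 46.4-fold, from 7960 ± 364 to 176 ± 52.5. *ftz-f1*, a nuclear receptor gene at the floor in all arrays of 0 h, was at least 6.79-fold higher at 6 h (458 ± 248).

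The largest increases were those of CG4115 (49.7-fold, SE 0.21), CG14107 (46.7-fold, SE 0.16), *Osi7* of the Osiris family (46-fold, from 251 ± 14.5 to 11600 ± 1790), CG9411 (at least 43.8-fold), the cuticle gene *dy* (38.7-fold, SE 0.27) and CG12481 (31.2-fold). Besides *Jon99Fi* and *e*, the largest decreases were those of CG11912 (68.8-fold, from 8110 ± 110 to 121 ± 31.9), CG14664 (66.8-fold), CG10912 (40.4-fold) and CG8997 (37.4-fold). CG14664 had been among the largest rises from -18 to -4 h.

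Of the 9 L71 genes, 8 rose, by 2.05- to at least 21.2-fold, and *Eig71Ee* fell (list adjusted p = 3.5e-12, adjusted p = 0.0041 with an estimated correlation). *Eig71Ek*, at the floor at 0 h, reached 1330 ± 453, *Eig71Ej* rose 20.6-fold (SE 0.29) and *Eig71Ei* 14.3-fold (SE 0.23). Glue genes fell in 6 of 7 cases, with *Sgs7* at 15.3-fold, *Sgs4* at 14.5-fold and *Sgs8* at 10.9-fold (list adjusted p = 4.5e-05, adjusted p = 0.21 with an estimated correlation). Tanning enzymes fell in 4 of 7 cases, including *Pu* (31.3-fold) and *Ddc* (17.8-fold), while the hydrolase gene *t* (tan) rose 3.81-fold. The tanning list was called (adjusted p = 0.0015, adjusted p = 0.017 with an estimated correlation), but not when all probe sets of each gene were used (adjusted p = 0.07).

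Jonah and trypsin proteases fell in 18 of 23 cases (adjusted p = 6.7e-27, adjusted p = 0.0039 with an estimated correlation), with *Jon65Aiii* at 13.7-fold (SE 0.09) and *alphaTry* at 8.84-fold. Muscle genes fell in 7 of 15 cases, or 8 when adjusted over the list alone, with the troponin C gene *TpnC73F* at 4.93-fold and *Mlc1* at 3.03-fold (list adjusted p = 5.2e-07, adjusted p = 0.096 with an estimated correlation). All 3 small heat shock genes fell, *l(2)efl* 5.49-fold, *Hsp26* 2.78-fold and *Hsp27* 2.67-fold (list adjusted p = 1.1e-06, adjusted p = 0.0075 with an estimated correlation). Proteasome subunits fell in 22 of 39 cases, by 1.5- to 2.03-fold, with *Prosbeta3* at 1.85-fold and *Rpn12* at 1.83-fold (list adjusted p = 1.6e-06, adjusted p = 0.17 with an estimated correlation).

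Of the regulators called higher at -4 h, 6 fell here. *Eip78C* fell 8.95-fold (1020 ± 129 to 114 ± 9.05), CG11275 6.01-fold, *Sox14* 2.9-fold (SE 0.09), *Hr39* 2.24-fold, and *brat* 2.14-fold. *Hr78* fell by 0.86 (log2), a call lost without 0 h replicate 1 (adjusted p = 0.13) or 6 h replicate 2 (0.23), while *Hr4* (-0.09), *E23* (-0.6) and *cbt* (-0.27) did not pass. *Blimp-1* fell 2.01-fold (SE 0.11). The study's primary-response list fell in 4 of 7 cases, or 5 when adjusted over the list alone (adjusted p = 6.5e-06, adjusted p = 0.051 with an estimated correlation). Controls of 0 h entered the study's selection of these genes, so this direction is not taken as independent evidence either. In the cascade list 2 rose, *ftz-f1* and the ecdysteroid-inactivating enzyme gene *Cyp18a1* (9.33-fold), 4 fell and 7 did not pass, and the list was not called (adjusted p = 0.24). *Atg7* fell 4.24-fold and *Atg2* 1.56-fold, and the autophagy list (adjusted p = 0.014) was lost without 6 h replicate 2 (adjusted p = 0.081) and with an estimated correlation (adjusted p = 0.44). The call of *Atg2* ended without 0 h replicate 2 (log2 change -0.58) and without 6 h replicate 2 (-0.55), and under quantile normalization (-0.56), where its change stayed below the fold limit.

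*ImpL1* rose 24.4-fold, from 383 ± 43.6 to 9320 ± 873, the cuticle genes *Lcp65Ad* 9.47-fold and *Edg78E* 8.7-fold, and the lipase gene *Lip1* 9.72-fold. Glycolytic genes were called higher in 4 of 9 cases, with *Pfk* (phosphofructokinase) at 2-fold, but the list was not called (adjusted p = 0.053). The antimicrobial gene *AttD* rose 1.79-fold (list adjusted p = 0.089, 3 of 6 members higher). The testis list was called (adjusted p = 0.0068) with only *Mst84Dd* higher among 14 members (adjusted p = 0.4 with an estimated correlation). The call of *Mst84Dd* was lost without 0 h replicate 1 (adjusted p = 0.21), 6 h replicate 1 (0.12) or 6 h replicate 3 (0.17).

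In total 1424 probe sets (11.1%) changed, 591 higher and 833 lower, a majority that turned without 6 h replicate 2 (715 higher and 679 lower). The steps within this interval called 339 probe sets between 0 and 2 h (101 higher), 354 between 2 and 4 h (191 higher) and 428 between 4 and 6 h (240 higher). The majority turned for 2 to 4 h without 2 h replicate 2 (148 higher and 191 lower), without 4 h replicate 1 (157 and 168) and with array weights (209 and 242). For 4 to 6 h it turned without 6 h replicate 1 (196 and 218), with the deviation component as a covariate (265 and 285) and with the SAM statistic (264 and 281).

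**Figure D4:**
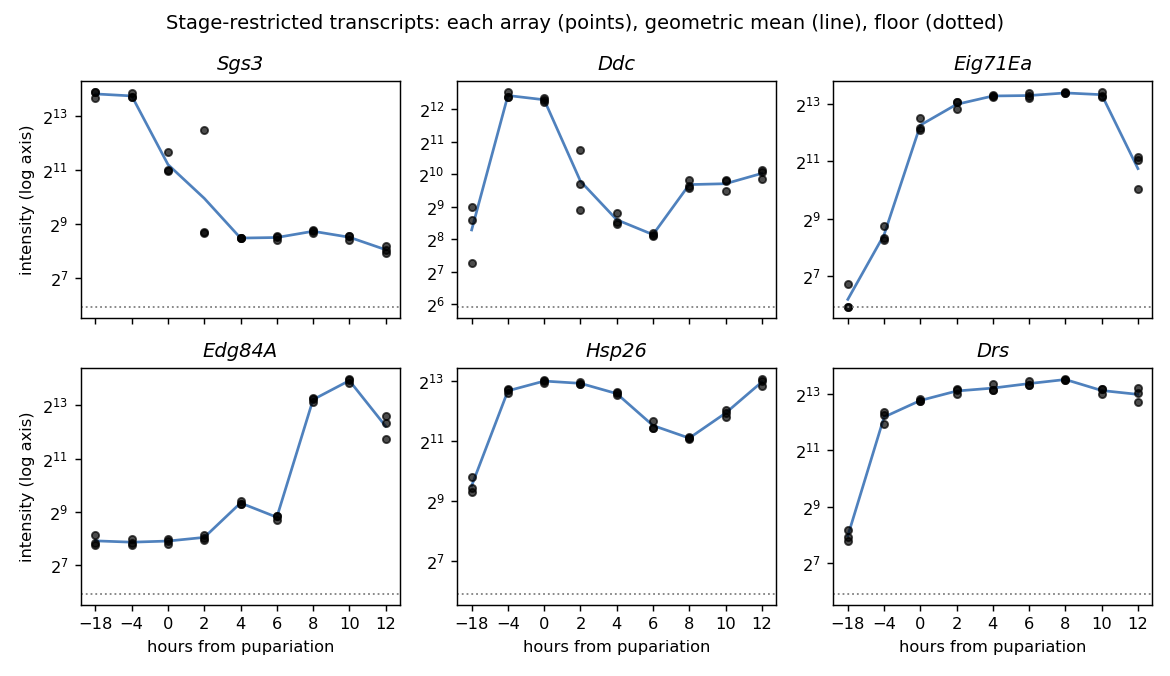
Intensity of *Sgs3*, *Ddc*, *Eig71Ea*, *Edg84A*, *Hsp26* and *Drs* on each of the 27 arrays (points, logarithmic vertical axis) by hours relative to pupariation, with the geometric mean of each stage (line) and the floor of 60.26 (dotted). *Sgs3* falls 5.84-fold between -4 and 0 h, and *Edg84A* rises 21.4-fold between 6 and 8 h.

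The step from 6 to 8 h precedes the prepupal pulse. Of the measured list members, 7 of 8 prepupal cuticle genes rose, and 4 of 5 IMP genes fell. *Edg91* rose 23-fold, from 185 ± 17.1 to 4270 ± 526 (n = 3), and *Edg84A* 21.4-fold, from 445 ± 28.7 to 9520 ± 618. *ftz-f1*, which prepares tissues for the coming pulse, rose 3.01-fold to 1240 ± 105. Transcripts of *ImpL1* fell 4.33-fold and of *dy* 13.9-fold.

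The largest increases also took in the cuticular protein genes *Cpr47Ec* (26.3-fold, SE 0.22) and *Cpr72Eb* (16-fold, SE 0.31), the chitin-binding *obst-E* (15.8-fold, SE 0.22) and CG14327 (17.9-fold, SE 0.32). The largest decreases were, after *dy*, those of CG7906 (13.5-fold, SE 0.15), the mucin gene *Mur89F* (11.4-fold), *spz6* (9.91-fold), CG8420 (8.9-fold) and *ect* (8.18-fold).

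Of the 8 prepupal cuticle genes, 7 rose, by 1.89- to 23-fold, including *Ccp84Ag* (10.3-fold, SE 0.19) and *Ccp84Ad* (3.95-fold, SE 0.11), and 1 did not pass (list adjusted p = 6.7e-27, adjusted p = 4.9e-06 with an estimated correlation). In the larval cuticle list *Lcp65Ad* rose 9.64-fold, to 17300 ± 165, and *Lcp65Ac* 7.48-fold, and 3 members did not pass (list adjusted p = 2.5e-06, adjusted p = 0.0017 with an estimated correlation). IMP genes fell in 4 of 5 cases, with *ImpE3* at 2.13-fold and *ImpE2* at 1.95-fold (list adjusted p = 1.1e-06, adjusted p = 0.0014 with an estimated correlation). *Eig71Ek* rose 4.04-fold and *Eig71Ej* 3.72-fold, the called rises among 9 L71 genes, or 3 when adjusted over the list alone. The L71 list call (adjusted p = 0.0073) was lost under quantile normalization (adjusted p = 0.061) and with an estimated correlation (adjusted p = 0.27).

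The Toll and Imd list passed narrowly (adjusted p = 0.047, adjusted p = 0.49 with an estimated correlation) with *Dif* alone higher among 11 members, at least 1.73-fold from the floor. It lost its call in 10 of 19 alternatives, among them without 6 h replicate 2 (adjusted p = 0.27), 6 h replicate 3 (0.052) or 8 h replicate 1 (0.062). The replication gene *Orc2* rose 1.67-fold (SE 0.09), the called rise among 14 cell cycle genes (list adjusted p = 0.027, adjusted p = 0.051 without 8 h replicate 1 and adjusted p = 0.36 with an estimated correlation). None of the 39 proteasome genes was called by limma, and their list shifted by a median of -0.09 (adjusted p = 0.019). That shift was not called without 6 h replicate 1 (adjusted p = 0.055) or 6 h replicate 3 (0.12), or with an estimated correlation (adjusted p = 0.51). The tanning genes moved apart, with *Ddc* up 2.91-fold, *amd* up 2.25-fold and *ple* down 4.01-fold, and their list was not called (adjusted p = 0.96). *Hr4* fell 1.93-fold (SE 0.16) and *Lip1* 2.63-fold.

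Together 676 probe sets (5.26%) changed, 477 higher and 199 lower at 8 h. Under quantile normalization the split was 398 higher and 268 lower, and array weights gave 327 lower.

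With the prepupal pulse, from 8 to 10 h, 5 of the regulators called higher at -4 h rose again, and *ftz-f1* fell. These were *Sox14*, *brat*, CG11275, *Hr39* and *cbt*, while *Eip78C* (log2 change 0.33), *Hr4* (0.31), *Hr78* (0.35) and *E23* (-0.11) did not pass. *Sox14* rose 3.98-fold, from 697 ± 34.1 to 2780 ± 228 (n = 3), and *brat* 2.59-fold, from 730 ± 72.1 to 1900 ± 290. *ftz-f1* fell 4.77-fold and *Cyp18a1* 2.77-fold. *Pcp*, a pupal cuticle protein gene, rose 7.05-fold to 10100 ± 505.

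The largest increases were those of *Jhbp1* of the juvenile hormone-binding protein family (40.2-fold, from 189 ± 8.81 to 7640 ± 656), CG13722 (22.9-fold), CG6429 (at least 21.3-fold), CG14598 (16.3-fold), CG6865 (11-fold) and CG10345 (9.87-fold). The largest decreases were those of CG9411 (20.4-fold), CG15615 (17.5-fold), CG9083 (15.5-fold), the Osiris genes *Osi15* (9.63-fold) and *Osi6* (8.99-fold), and the lysyl oxidase gene *Loxl1* (8.7-fold).

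The study's primary-response regulators rose in 5 of 7 cases (adjusted p = 1.2e-07, adjusted p = 0.02 with an estimated correlation). The study's account of their selection names no sample of 8 or 10 h, though it displayed them over this time course. CG11275 rose 2.11-fold (SE 0.18) and *vri* 1.79-fold (SE 0.13). *cbt* rose 1.84-fold, a call lost without 8 h replicate 2 (adjusted p = 0.12), 8 h replicate 3 (0.14) or 10 h replicate 1 (0.15). In the cascade list *Hr39* rose 2.12-fold and 2 members fell, and the list was not called (adjusted p = 0.93).

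Prepupal cuticle genes rose in 5 of 8 cases, with *Edg91* at 2.04-fold and *Ccp84Ad* at 1.76-fold (list adjusted p = 1.3e-08, adjusted p = 0.002 with an estimated correlation). Among the 3 small heat shock genes *Hsp27* rose 2.37-fold and *Hsp26* 1.78-fold (list adjusted p = 0.0012, adjusted p = 0.12 in the fit to the 6 arrays and adjusted p = 0.063 with an estimated correlation). Of 15 muscle genes, *Mp20* (2.79-fold) and *Mlc1* (1.78-fold) rose (list adjusted p = 0.00084, adjusted p = 0.3 with an estimated correlation). L71 genes fell in 4 of 9 cases, with *Eig71Eh* at 2.56-fold (list adjusted p = 0.0027, adjusted p = 0.2 with an estimated correlation).

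Among 9 cell death genes the Bcl-2 homologue *Buffy* rose 2.7-fold (SE 0.13) and *Dark* 1.8-fold (SE 0.12). This list (adjusted p = 0.047, adjusted p = 0.3 with an estimated correlation) lost its call in 11 of 19 alternatives, among them without 8 h replicate 2 (adjusted p = 0.054), 8 h replicate 3 (0.064), 10 h replicate 1 (0.071) or 10 h replicate 2 (0.062). The glycolysis list, with 2 of 9 members lower (adjusted p = 0.047, adjusted p = 0.49 with an estimated correlation), was lost without 8 h replicate 1 (adjusted p = 0.075), 8 h replicate 2 (0.054), 10 h replicate 2 (0.065) or 10 h replicate 3 (0.085) and with log2 of the value plus 16 (0.07). *Ald1* fell 1.6-fold. None of the 39 proteasome genes was called by limma, and their median was -0.22 (list adjusted p = 0.0062, adjusted p = 0.43 with an estimated correlation). *ImpE2* fell 4.43-fold, the fatty acid synthase gene *FASN1* 4.18-fold and *Lip1* 4.17-fold, while *e* rose 6.3-fold. Neither the IMP list nor the lipid metabolism list was called (adjusted p = 0.056 and 0.14).

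These changes were part of 696 called probe sets (5.41%), 261 higher and 435 lower.

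**Figure D5:**
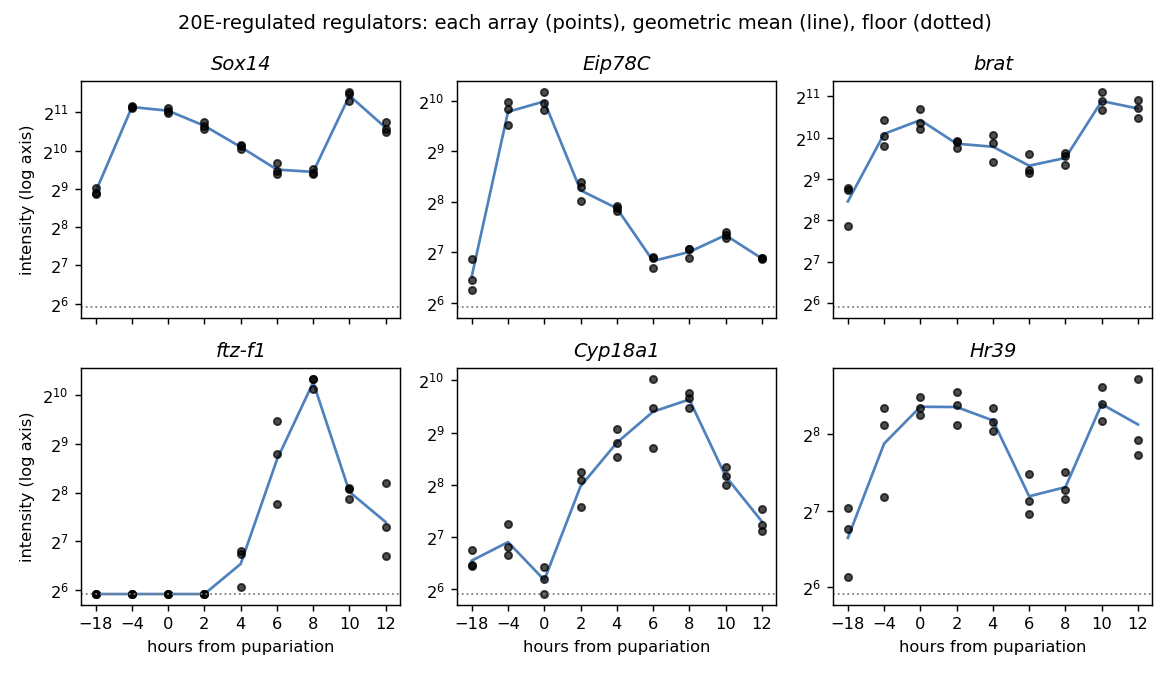
Intensity of *Sox14*, *Eip78C*, *brat*, *ftz-f1*, *Cyp18a1* and *Hr39* on each of the 27 arrays (points, logarithmic vertical axis) by hours relative to pupariation, with the geometric mean of each stage (line) and the floor of 60.26 (dotted). *Sox14* rises 4.64-fold from -18 to -4 h and 3.98-fold from 8 to 10 h, and *ftz-f1* stays at the floor up to 2 h.

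Between 10 and 12 h, as the prepupa becomes a pupa, all 9 measured L71 genes fell, and 2 of 6 antimicrobial peptide genes rose. *Eig71Eg* fell 31.3-fold, from 5340 ± 898 to 173 ± 46.3 (n = 3), and *Eig71Ef* 14.8-fold, from 5100 ± 459 to 348 ± 64.8. The cecropin gene *CecB* rose 15.4-fold, from 129 ± 46.7 to 1920 ± 163. Cuticle genes that had peaked at 10 h declined, such as *Edg84A*, which fell 3.28-fold (15600 ± 782 to 4900 ± 1410).

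Other large increases were those of *speck* (6.35-fold, SE 0.16), CG13748 (6.21-fold), *Cpr72Ea* (5.52-fold), *Jhbp7* (5.49-fold) and CG11413 (5.1-fold). CG12164 fell 16.4-fold, *Eig71Ed* 12.6-fold, *Eig71Ei* 12.4-fold and CG14062 12-fold. The falls of the L71 genes ranged from 2.15- to 31.3-fold (list adjusted p = 2.8e-28, adjusted p = 8e-05 with an estimated correlation). Prepupal cuticle genes fell in 5 of 8 cases, with *Edg91* at 2.82-fold and *Ccp84Ae* at 2.71-fold (list adjusted p = 2.1e-10, adjusted p = 0.0013 with an estimated correlation), and larval cuticle genes in 2 of 5, *Lcp65Ac* at 3.17-fold and *Lcp65Ad* at 2.41-fold (list adjusted p = 0.00026, adjusted p = 0.0075 with an estimated correlation).

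Antimicrobial peptide genes rose in 2 of 6 cases, *CecB* and *Def* (1.92-fold, list adjusted p = 0.003, adjusted p = 0.096 with an estimated correlation). In the Toll and Imd list the kinase gene *pll* rose 2.43-fold (SE 0.12) and *spz* 1.94-fold (SE 0.18), but the list was not called (adjusted p = 0.055). *Hsp26* rose 2.05-fold, to 7990 ± 637 (small heat shock list adjusted p = 0.003, adjusted p = 0.089 with an estimated correlation). The perilipin gene *Lsd-2* rose 1.79-fold, *ImpL2* 1.69-fold, *Atg3* 1.87-fold and *Pu* 2.32-fold.

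The study's primary-response regulators fell in 3 of 7 cases, with *cbt* at 2.3-fold and *Sox14* at 1.79-fold. This list (adjusted p = 0.014) was not called without 12 h replicate 3 (adjusted p = 0.056) or with an estimated correlation (adjusted p = 0.3). The fall of CG11275 (1.55-fold) was not called without 10 h replicate 1 (adjusted p = 0.14) or 12 h replicate 3 (0.13), and that of *Cyp18a1* (1.82-fold) not without 10 h replicate 1 (adjusted p = 0.15) or 12 h replicate 2 (0.13). Paramyosin (*Prm*) fell 2.58-fold, 1 of 2 decreases among 15 muscle genes (list adjusted p = 0.014, adjusted p = 0.072 without 12 h replicate 3, 0.059 with array weights and adjusted p = 0.43 with an estimated correlation). None of the 14 cell cycle genes was called by limma, and their list median was 0.3 (adjusted p = 0.0073, adjusted p = 0.095 without 12 h replicate 1 and adjusted p = 0.28 with an estimated correlation).

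The interval changed 627 probe sets (4.88%), 255 higher and 372 lower, a majority that turned without 12 h replicate 3 (405 higher and 356 lower).

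Some lists were not called at any of the 6 comparisons. These were the larval serum and fat body proteins (3 measured members, 0 called changes), the lipid metabolism genes (12 members), the nervous system genes (12), the hemocyte genes (10) and the ecdysteroid biosynthesis genes (6). From -18 to -4 h, lipid metabolism genes showed 4 rises and 1 fall, or 2 falls when adjusted over the list alone, and hemocyte genes 1 rise and 2 falls. For lipid metabolism the median (-0.03) and the mean (0.04) there differ in sign, as they do for the nervous system (-0.08 and 0.01). At the same comparison 0 of the 12 nervous system genes and 1 of the 6 ecdysteroid genes were called. Across the 150 tests 54 list calls were made, and 19 of these held with an estimated correlation.

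Whether the same transcripts change at both pulses was asked by setting the changes from -18 to -4 h beside those from 8 to 10 h, measured on different arrays. Higher at both pulses were 69 probe sets, against 25.73 for independent lists, including *Jhbp1*, CG13722, *Pcp*, CG2444, *e*, *Sox14*, *brat*, *Buffy*, *Hsp27*, *Hr39*, CG11275 and *Dark*. Lower at both were 25, against 15.91. Opposite directions were as common, with 74 probe sets higher and then lower (42.88 for independent lists) and 17 lower and then higher (9.543). These calls come from the fit to all arrays. In the fit to the 2 stages alone fewer probe sets were higher at both pulses. There the larval calls of *Buffy* (adjusted p = 0.12) and *Hr39* (0.2) were lost.

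Across the 12854 probe sets the changes at the pulses were not positively related, with Pearson's r = -0.08 and Spearman's rho = -0.25 (across probe sets, which are not independent replicates). Leaving out 1 array moved r between -0.12 (without -18 h replicate 1) and -0.03 (without -18 h replicate 2), and rho between -0.29 and -0.13 without the same arrays. The count lower at both pulses rose to 47 without -18 h replicate 2 and to 44 without -4 h replicate 1.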

Values the study reported

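The study reported that 4,042 genes changed at least 1.5-fold at pupariation in its time course of staged animals. It found 14 of the 17 Jonah genes among those shared by its lowered stress-response genes and its genes raised in *EcR* RNAi animals. The study relates this rise without the receptor to a normal fall of such genes at puparium formation.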

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

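The tests of the deviating arrays, of the glue transcripts at 2 h and of the proteasome subunits were chosen after these patterns were noticed in the data, as were the test of the difference between the pulses, the count by position of the deviating arrays and the splits for both pulses, while the other splits were planned.

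A difference between the hormone pulses was tested for 20 regulators by subtracting the change from 8 to 10 h from the change from -18 to -4 h (interaction contrast in limma, adjusted over all 12854 probe sets). The intervals are of unequal length, 14 against 2 h, so the difference is between these intervals and not between hormone doses. For 7 of the 20 the difference passed an adjusted p of 0.05, as it did for 2498 of all probe sets. The spread came from the fit to all arrays, which in the simulation made 631 false calls among 797 for -4 against -18 h. A fit to these stages alone was not made, so passes close to 0.05 may rest on too small a larval spread. *Eip78C* rose more at the larval pulse, with a difference of 2.93 (log2, SE 0.19, adjusted p = 2.5e-10). *ftz-f1* (2.25, adjusted p = 0.00081) and *Cyp18a1* (1.82, adjusted p = 0.00062) fell at the prepupal pulse and did not pass at the larval one. For *ftz-f1* all 6 larval arrays lie at the floor, so its larval change is 0 by construction and its value is the prepupal fall alone, not a measured difference. *hry* differed by 1.23 (adjusted p = 0.031) and *Hr4* by 0.64 (adjusted p = 0.046). *vri* (-0.59, adjusted p = 0.029) and *EcR* (-0.46, adjusted p = 0.023) differed the other way. Without the 2 deviating larval arrays these 7 still passed, with differences of 3.22, 2.25, 1.9, 1.07, 0.74, -0.65 and -0.36, and *E23* (1.53), *br* (0.43) and *Eip93F* (-0.69) passed as well. For *Sox14* (0.22, adjusted p = 0.25) and *brat* (0.26, adjusted p = 0.62) no difference was shown.

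Replicate 2 of -18 h and replicate 1 of -4 h lie apart from their stages. An exchange of the 2 samples is argued against by 2000 probe sets called between the other larval arrays, on which -18 h replicate 2 sits at -0.0816 and -4 h replicate 1 at 0.776 of the way from -18 h (0) to -4 h (1). Animals of another age between -18 and 0 h are argued against as the main source, since the differences between these stages explain at most 10.5% of either deviation. Animals younger than -18 h could not be tested, as no earlier stage was sampled. A signal difference across the whole array, shared with other arrays, stays open. The 2 deviations correlate with each other (r = 0.812), and with the first component of the 0 to 12 h arrays at 0.479 and 0.549, too weakly to decide.

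Glue transcripts other than *ng3* were high in 1 of the 3 arrays at 2 h. *Sgs3* measured 5720 in replicate 3 against 409 and 405 in the others, and 1970 to 3200 at 0 h. Younger animals would bring back all transcripts that fall from 0 to 2 h by the same share, if intensity is proportional to RNA. That was not tested and may not hold for the brightest probe sets. *Sgs7* measured 19900 to 20400 at -4 h, where the array maxima were 21800 to 22930. The glue genes moved a median of 1.68 of the way back to 0 h and 234 other falling probe sets 0.147 (quartiles -0.0095 and 0.306). Towards -4 h the glue genes moved 0.413 and 543 others 0.0775 (upper quartile 0.164). If intensity is proportional to RNA, younger animals as the whole source of the glue are thus argued against. In that case 1 such animal among 10, a share of 0.1, is not excluded and would leave most of the glue unaccounted for. The scale of the array is argued against by the median deviation of all probe sets, 0.01 against 3.2 (log2) for the glue genes. A difference in the timing of glue shut-down between animals, or in how much salivary gland RNA entered the sample, may remain, and neither was tested.

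Proteasome subunits rose together before pupariation. The 2 deviating larval arrays do not account for this, as the median change is 1.02 without them and 1.16 with them, and 27 of 39 members were then called higher. A normalization error that depends on the level is argued against by 10000 random lists matched on level, of which 100% had a lower median (highest 0.693). Both technical explanations are thus argued against. No biological explanation was tested, and these data cannot show whether the hormone causes the rise.

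Other splits of the samples were counted as well. Each comparison of 3 with 3 arrays allows 10 splits, too few for a share under 0.05, so only the real count and the highest other count are given. They were 1026 and 1 for 0 against -4 h, 1424 and 0 for 6 against 0 h, 676 and 1 for 8 against 6 h, 696 and 1 for 10 against 8 h, and 627 and 0 for 12 against 10 h. The smaller steps gave 339 and 16 (2 against 0 h), 354 and 1 (4 against 2 h), 428 and 2 (6 against 4 h) and 4289 and 93 (0 against -18 h). For -4 against -18 h, 3 of the 10 splits reached the real 1737, and the highest other called 3368. That points to a structure of the larval samples. The 4 splits with -18 h replicate 2 and -4 h replicate 1 on the same side called 1674, 1699, 1941 and 3368, and the other 5 besides the real one called at most 26. The numbers of called lists were 14 (highest other 9), 7 (5), 10 (10), 7 (7), 8 (6) and 8 (8) in the 6 comparisons in order, reached by 1, 1, 2, 2, 1 and 2 splits. For the F-test, 1 of 100 groupings (the real one, 6361, highest other 2275) reached the count. Chance is thus argued against for the count as a whole, but not for each probe set in it. For the 69 probe sets higher at both pulses only the larval arrays were split, since other splits of the 8 and 10 h arrays call at most 1. These are again 10 splits, too few for a share under 0.05, of which 1 reached the 69 and the highest other gave 47.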

How the results depend on the processing

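Chosen after seeing the data were the alternatives that leave out both deviating larval arrays or use the deviation component as a covariate, and the other alternatives were planned. No gene or list call changed direction under any alternative tried, but the majority of higher or lower calls turned in some. For 0 against -4 h (592 higher and 434 lower) this happened without -4 h replicate 1, 2 or 3 (256 and 303, 801 and 1229, 1059 and 1097) and without both deviating arrays (318 and 328). For 6 against 0 h it happened without 6 h replicate 2 (715 and 679) and for 12 against 10 h without 12 h replicate 3 (405 and 356). The counts of the 6 comparisons stayed within 1.5 times under quantile normalization, common-median scaling, the higher floor, log2 of the value plus 16, either change of the filter, the replicate block, adjusted p under 0.05, the intensity trend and the SAM statistic. With the replicate block the counts were 1770, 1097, 1452, 690, 725 and 649 in order. At no comparison did the deviations of all 3 replicate numbers correlate between the stages. From 0 to 12 h those of replicate 1 did (r = 0.39 to 0.57), while replicates 2 and 3 gave -0.34 to 0.34. An effect shared by the samples of replicate 1 is therefore not excluded. The SAM statistic gave 1300, 1529, 1569, 750, 839 and 733.

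The exceptions follow. The 2-fold limit, by its construction, lowered the counts to 742, 315, 762, 358, 311 and 274, the F-test to 3501, and the probe sets higher, lower and opposite at the pulses to 23, 5 and 17. The fit to the 2 stages alone gave 581 (-4 against -18 h), 470 (0 against -4 h) and 43, 9 and 42 for the pulses. In the simulation, the wider larval spread gave false calls in the fit to all arrays, and the fit to the 2 stages lost power. The simulation had no deviation shared between arrays and no pulse counts, so it cannot assign these drops. Array weights gave 2678 for -4 against -18 h, 38 lower at both pulses and 174 opposite. Leaving out both deviating arrays gave 646 for 0 against -4 h and 48 lower at both pulses. With the deviation component as a covariate, 0 against -4 h gave 1616 and the opposite count was 141. An estimated correlation left 19 of 54 list calls. Except for the 2-fold limit, the cause was not settled by a test.

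Leaving out 1 array at a time gave 1476 to 2881 for -4 against -18 h, 559 to 2156 for 0 against -4 h, and 19 to 47 for the probe sets lower at both pulses. The other counts stayed within 1.5 times.

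Signal over background limits the weak transcripts. Where all arrays of a stage lie at the floor only a bound can be given, and calls next to it, such as those of *Kr-h1* and *Dif*, ended with the floor at the 20th percentile.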

Other observations

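The Osiris and juvenile hormone-binding families appear among the largest changes without being on any list fixed in advance. *Osi7* was 46-fold higher at 6 than at 0 h, and *Osi6* and *Osi15* fell by 8.99- and 9.63-fold between 8 and 10 h. *Jhbp1* rose 40.2-fold between 8 and 10 h, and *Jhbp7* 5.49-fold between 10 and 12 h. These families were singled out after their values were seen and were not tested for enrichment.

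Within the L71 list *Eig71Ee* went its own way. It fell at 0 h (log2 change -1.51, adjusted p = 0.005) and again from 0 to 6 h (-2.2, adjusted p = 2.9e-05), where its other 8 measured relatives rose.

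Between -4 and 0 h 1026 probe sets changed here, fewer than the study's count quoted above, and between -18 and 0 h 4289, within 1.5 times of it. The latter count ran from 3253 to 5350 when 1 array of -18 h was left out. The study counted genes with SAM between stages it does not state, and the counts here are probe sets in limma, so the difference cannot be assigned.

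The Toll ligand gene *spz* rose 2.62-fold from -4 to 0 h, and the level of *Drs* went from 253 ± 35.8 at -18 h to 4680 ± 722 at -4 h and 6970 ± 260 at 0 h.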
